A study of Homo sapiens with 6 samples. Its data were reported in "Resting cells rely on the DNA helicase component MCM2 to build cilia" (2018).

How the data were processed

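The samples were hTert 1BR3 cells, human skin fibroblasts made to divide without limit by telomerase. They were transfected either with a non-targeting control siRNA or with a pool of siRNAs against MCM7, and were then serum-starved, which stops division and lets the cells grow a primary cilium. RNA from 6 samples was sequenced, 3 per group. The labels do not say whether the replicates were separate cultures, so the p-values measure the spread between these samples, which can be technical.

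According to the study's methods, poly(A)+ RNA was made into stranded libraries and read from 1 end. The submitters' processing notes name bcl2fastq 1.8.4, TopHat2 2.1.0, featureCounts 1.5.0 and the genome build GRCh38. By the study's methods, only uniquely mapping reads on annotated loci were kept and reads were counted by strand. Genes with near-identical copies therefore lose reads, and reads that overlap 2 genes on the same strand can be lost from both.

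The authors deposited a table of raw read counts per gene, whole numbers with a different total in each library, for 58302 genes. The deposited RPM values were these counts divided by the reads assigned to genes in the same library and scaled to a common total. The deposited RPKM values were the RPM divided by 1 length per gene. All tests were made on the counts. The RPM table served for 1 alternative, and the RPKM table was not used in a test.

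The total count was 18669386, 20150568 and 21380345 in the control libraries and 13721281, 20112653 and 23969024 in the MCM7 siRNA libraries. Genes with enough reads were kept with the filterByExpr function of edgeR, which left 14667 genes holding at least 99.89% of the counts of each library. Values in CPM in the text were scaled by library size and TMM factors, which lay between 0.9914 and 1.016.

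Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Adjusted p-values in the text come from this test unless another tool is named. The rule of the study for differential expression, an adjusted p under 0.05 in 2 tools, was applied with edgeR and DESeq2 1.42.0 in place of DESeq, and so was its later limit of 1.5-fold for the genes it classified. DESeq2 gave no adjusted p for 2275 genes, which were left as missing. R 4.3.3 and limma 3.58.1 were used, and the figures and the sequence tests were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

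The samples, tests, alternatives, rule for named genes and 44 gene lists were fixed before the data were examined. The lists comprised pathways, markers of other cell types, signs of RNA quality and the cilium and centrosome genes that the study listed. The 42 lists with at least 3 tested members were tested with camera of limma on voom values, with the inter-gene correlation preset to 0.01, and again with the correlation estimated for each list and with fry. MCM7 itself was left out of every list test. Called genes were compared with the study's lists after MCM2 knockdown by Fisher's exact test, two-sided.

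The rule for named genes took MCM7 and MCM2 to MCM6; the 10 genes with the largest fold change in each direction among called genes with at least 1.5-fold change, a mean of at least 1 CPM and no overlap between the groups; PTGDS, NEK7 and RAB39B; 9 genes of centriole duplication and cilium shortening; and up to 4 members with the smallest p of each list described. Some genes that this rule takes and 1 gene list are not reported here. Any other gene named was chosen after its values were seen, and this is said where it occurs. Coordinates are those of GENCODE 44 on GRCh38, matched by Ensembl identifier; 59 tested genes had no match.

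Alternatives covered the scaling of libraries, the filter on low counts, the test, the replicate number as a block, thinning to the smallest library, the threshold, the deposited RPM values with a pseudocount of 0.5, and leaving out each library in turn. The tests were checked on simulated counts for this comparison with 200 changed genes. Of 14505 genes tested there, edgeR recovered 28% of genes changed 1.2-fold, 82% at 1.5-fold, 94% at 2-fold and 100% at 4-fold, and called 14 of 14275 unchanged genes.

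Sequences of transcripts were taken from the canonical transcript of each gene in GENCODE 44. Presence of each 7-mer in the 3' UTR or the coding sequence was tested against the log2 fold change in a linear model with terms for length and GC content, for 7-mers carried by at least 20 genes and sequences of at least 50 nt.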

Results

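RNA levels were measured by RNA sequencing in 6 samples of serum-starved hTert 1BR3 fibroblasts, of which 3 had received control siRNA and 3 siRNA against MCM7. The total count ranged from 18669386 to 21380345 in the control libraries and from 13721281 to 23969024 in the MCM7 siRNA libraries. The comparison asks how the transcriptome of starved, ciliated cells differs after depletion of MCM7, a subunit of the helicase that unwinds DNA during replication. By the study's account, cycling cells were transfected and were starved only afterwards, so depletion could begin before division stopped.

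By Spearman correlation, libraries of the same group were closer to each other (0.9952 to 0.9966) than libraries of different groups (0.9933 to 0.9941). By the chi-square per degree of freedom of their counts this did not hold for every pair, since MCM7 siRNA replicates 2 and 3 differed more (8.783) than MCM7 siRNA replicate 1 and control siRNA replicates 2 (7.739) or 3 (8.712). The first principal component held 40.6% of the variance and separated the groups, while the second, with 17%, mainly set MCM7 siRNA replicate 3 apart from MCM7 siRNA replicate 2. Counts of every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom of at least 2.739, so none was a copy of another.

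MCM7 was lower in every MCM7 siRNA library than in every control library. The gene (ENSG00000166508) lies on chromosome 7 at 100092233 to 100101940. It had 509, 594 and 662 reads in the control libraries and 48, 68 and 76 in the MCM7 siRNA libraries. Its level was 29.4 ± 2.0 CPM (SD, n = 3) with control siRNA and 3.34 ± 0.167 CPM with MCM7 siRNA, which is 11.3% of control (log2 fold change -3.15 ± 0.10 SE, adjusted p = 1.42e-19, edgeR).

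The other subunits of the MCM2-7 complex changed far less than MCM7. MCM5 fell 1.48-fold, from 14.6 ± 0.237 to 9.79 ± 0.756 CPM (SD, n = 3, edgeR adjusted p = 5.85e-05), and MCM3 fell 1.23-fold (edgeR adjusted p = 0.0106), a call that was lost without control siRNA replicate 3 (adjusted p = 0.0575) or MCM7 siRNA replicate 1 (adjusted p = 0.064). MCM2 had a log2 fold change of -0.29 ± 0.10 SE at the edge of the threshold (edgeR adjusted p = 0.0499), and it missed the threshold with DESeq2 (adjusted p = 0.161) and whenever 1 library was left out (adjusted p from 0.063 to 0.269). MCM4 and MCM6 did not pass, with log2 fold changes of -0.15 in each case. The list of 6 partners was not limited to the subunits MCM2 to MCM6, so its values are not those of the subunits alone. In this list 3 genes were called lower, and 3 also when adjusted over the list alone. Its median log2 fold change was -0.22 (camera adjusted p = 0.0106, or 0.442 with an estimated correlation).

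**Figure D1:**
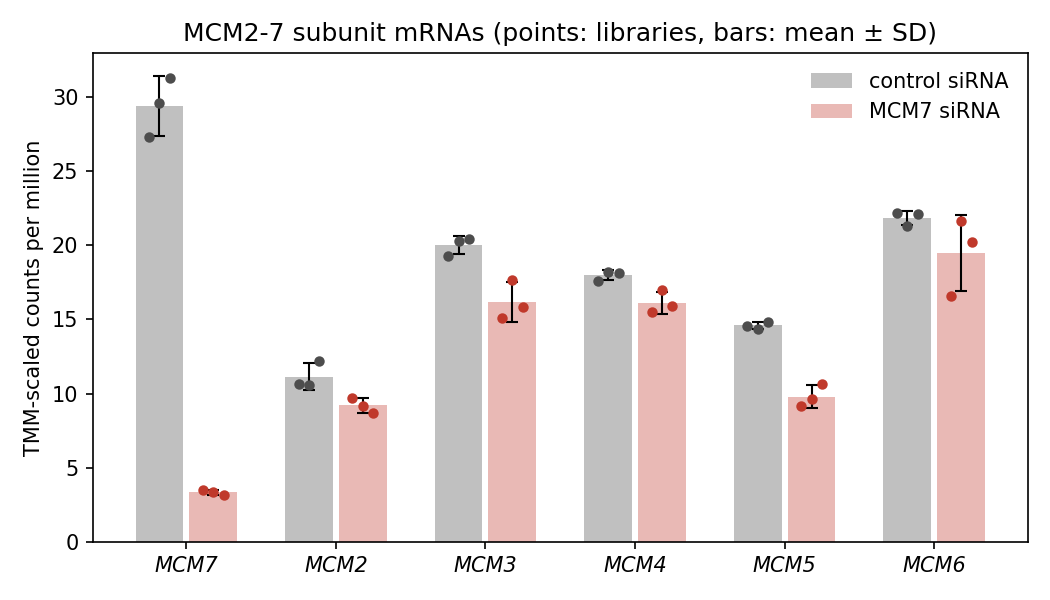
Levels of the MCM2-7 subunit mRNAs in TMM-scaled CPM, with a bar for the mean of each group, an error bar for the SD and a point for each of the 3 libraries. MCM7 was at 3.34 CPM with MCM7 siRNA against 29.4 with control siRNA.

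Over the whole transcriptome 1881 of 14667 tested genes passed the threshold of edgeR, 906 higher and 975 lower with MCM7 siRNA. Leaving out 1 library gave between 1151 and 2265 called genes. Most changes were small, with a median change of 1.22-fold among called genes. At least 1.5-fold change was seen for 188 of them, 92 higher and 96 lower. Under the rule of the study, which asks for both tools, 1318 genes passed. With the 1.5-fold limit that the study set before classifying genes, 118 genes passed, 54 higher and 64 lower. That count was 61 without control siRNA replicate 2, and 75, 50 and 69 without MCM7 siRNA replicates 1, 2 and 3. It was 44 with the replicate number as a block and 54 after thinning to the smallest library. The groups did not overlap for 29.62% of tested genes, where chance gives 10%.

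Among called genes with a mean of at least 1 CPM, the largest fold decrease was that of PRX, ahead of MCM7 itself. PRX encodes periaxin, a protein of the myelin sheath of peripheral nerve. It lies on chromosome 19 at 40393766 to 40414793 and fell from 6.53 ± 0.832 to 0.641 ± 0.0159 CPM (SD, n = 3; log2 fold change -3.34 ± 0.20 SE, edgeR adjusted p = 8.15e-13). The long non-coding RNA LINC01128 fell 3.65-fold. Among zinc finger genes, ZNF468 fell 3.42-fold and ZNF28 fell 2.53-fold, and the pseudogene ZNF252P fell 2.26-fold. ZNF468 and ZNF28 overlap on the same strand of chromosome 19, so that their counts are uncertain. SLC25A35, RNF157, DPY19L3 and ADAMTS7P1 fell between 2.18-fold and 2.41-fold, but ADAMTS7P1, a pseudogene with related copies, had no adjusted p from DESeq2 and lost its call without control siRNA replicate 2 (adjusted p = 0.0502) or MCM7 siRNA replicate 1 (adjusted p = 0.0515). The 7-mer GAGATGA, which was linked to lower values over all genes, occurs in the 3' UTR of DPY19L3 at 2 sites and in those of ZNF468, SLC25A35 and RNF157 at 1 site each, but PRX and ZNF28 carry none.

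The largest fold increase among called genes with a mean of at least 1 CPM was that of TNFSF18, a ligand of the tumour necrosis factor family, on chromosome 1 at 173039202 to 173050941. It rose from 0.743 ± 0.202 to 3.08 ± 0.137 CPM (SD, n = 3; log2 fold change 2.07 ± 0.23 SE, edgeR adjusted p = 1.42e-07). CEND1 rose 2.81-fold, MTUS1 2.35-fold, COLEC10, which carries GAGATGA at 1 site, 2.31-fold and PCDH9 2.12-fold. The mitotic spindle gene HMMR rose 1.89-fold and CDKN1C, an inhibitor of cyclin-dependent kinases, rose 1.89-fold. BMP8A and ACSL5 rose 2.42-fold and 2.38-fold by edgeR but had no adjusted p from DESeq2. These genes were expressed at a low level, and the highest mean among them was that of CDKN1C with MCM7 siRNA, at 5.56 ± 0.664 CPM (SD, n = 3).

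**Figure D2:**
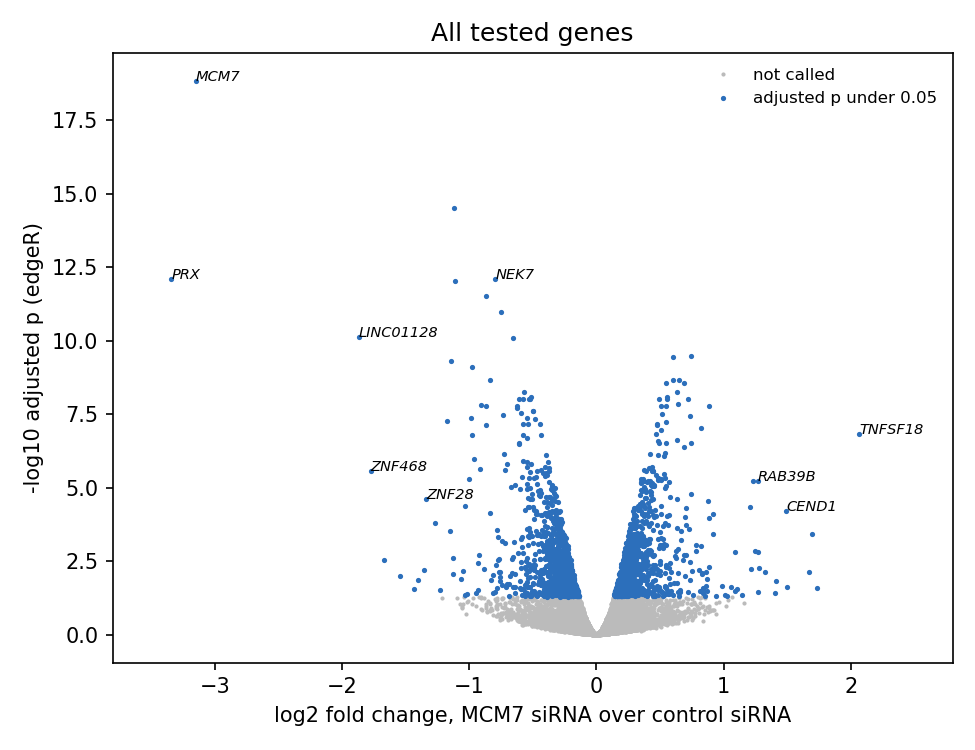
Log2 fold change of MCM7 siRNA over control siRNA against the -log10 adjusted p of edgeR, with a point for each of 14667 tested genes and called genes in blue. MCM7 and PRX lie apart from the other genes, at log2 fold changes of -3.15 and -3.34.

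NEK7, PTGDS and RAB39B, which the study followed up after MCM7 knockdown, passed the threshold. NEK7, a kinase needed for spindle and centrosome function, fell from 294 ± 3.74 to 169 ± 4.81 CPM (SD, n = 3; log2 fold change -0.80 ± 0.05 SE, edgeR adjusted p = 8.15e-13). It lies on chromosome 1 at 198156994 to 198322420 and carries GAGATGA at 2 sites of its 3' UTR. PTGDS, a prostaglandin D synthase, fell 1.72-fold (edgeR adjusted p = 0.00411). RAB39B, a small GTPase on chromosome X at 155258235 to 155264491, rose 2.41-fold, from 1.70 ± 0.245 to 4.06 ± 0.216 CPM (SD, n = 3; edgeR adjusted p = 5.92e-06). The study lists RAB39B as higher after MCM7 knockdown but describes a reduction in a separate measurement, which is opposite to the rise in these counts.

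None of the 9 genes of centriole duplication and cilium shortening passed the threshold of edgeR, and none did so when adjusted over the list alone. These are genes that the study measured by qPCR after MCM2 knockdown in starved cells and found higher. The unadjusted p of edgeR was at least 0.176 for each, and DESeq2 called none, with no adjusted p for CDC25C. PLK1 was at 4.36 ± 0.933 CPM with control siRNA and 4.77 ± 0.995 CPM with MCM7 siRNA (SD, n = 3), and PLK4 was at 2.14 ± 0.142 and 2.34 ± 0.271 CPM. The median log2 fold change of the 9 genes was 0.14 (camera adjusted p = 0.502). POC1A was lower (log2 fold change -0.20 ± 0.17 SE) and the others were slightly higher. CDC25C had the largest change (0.48 ± 0.35 SE), at 0.471 CPM with control siRNA. In simulated counts edgeR recovered 28% of genes changed 1.2-fold, so small rises of these genes are not excluded.

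Of 42 gene lists tested, 12 passed camera at the preset correlation and 2 with an estimated one, both of them lists that the study chose on these samples after MCM7 knockdown. Other groupings of the same 6 libraries, in which edgeR called no gene, passed 2 to 10 lists at the preset correlation. Such groupings keep part of the knockdown difference, so 2 to 10 is no background rate. Genes of ciliary structure and signalling did not pass as groups. Of 31 genes of intraflagellar transport, 2 were higher and 1 was lower (camera adjusted p = 0.835). They were KIF3B, a motor subunit, which rose 1.33-fold, IFT80, which rose 1.37-fold, and IFT22, which carries GAGATGA at 1 site and fell 1.19-fold, but IFT80 and IFT22 missed the threshold with DESeq2 (adjusted p = 0.130 and 0.0615). Among 37 genes of the BBSome and the transition zone, CEP290 was higher (DESeq2 adjusted p = 0.239) and 4 were lower, of which TCTN2 fell 1.46-fold (camera adjusted p = 0.835). Of 39 genes of centriole and centrosome structure, 5 were lower and none was higher, among them NEK7 and CEP89, which carries GAGATGA at 4 sites (camera adjusted p = 0.521). In the Hedgehog list of 18 genes, EVC, with 1 site of GAGATGA, rose 1.16-fold and SMO, the signal transducer of the pathway, fell 1.28-fold with a DESeq2 adjusted p of 0.135 (camera adjusted p = 0.992). When adjusted over the list alone, the counts of higher and lower genes were 2 and 1, 1 and 4, 0 and 5, and 1 and 3 for these lists in turn. Among 11 genes of motile cilia none was called, and DNAH1 alone had an unadjusted edgeR p under 0.05, of 0.0499, while DESeq2 called none (camera adjusted p = 0.835).

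The study's own lists of cilium and centrosome genes after MCM7 knockdown moved in their listed directions, with 12 of 12 tested genes lower and 9 of 9 higher. Both counts were the same when adjusted over the list alone. These lists were chosen on these samples and are not independent evidence of direction. GTPBP4 fell 1.97-fold and ATP6V1G1 fell 1.48-fold, while ENTPD4, ARRDC4 and VAT1L rose 1.56-fold, 1.66-fold and 1.85-fold. CBS, with GAGATGA at 2 sites, fell 1.54-fold, but its counts are uncertain because of the near-identical copy CBSL. Of the lower list 4 of 12 genes carry GAGATGA in the 3' UTR (33.3%) and of the higher list 0 of 9, against 14.4% of genes not called. Both lists passed camera with an estimated correlation as well (adjusted p = 0.0234 for the lower and 0.0411 for the higher list).

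Genes that the study listed as higher after MCM2 knockdown were enriched among genes higher here. Of 109 tested, 22 were called higher and 6 lower, where 6.73 higher genes would be expected by chance (odds ratio 3.91, 95% interval 2.32 to 6.34, Fisher's exact p = 6.88e-07, adjusted p over 4 tests = 2.75e-06). Of the 109 genes, 4 had also been picked by the study from the samples analysed here, and without genes picked in this way 18 of 105 were higher (odds ratio 3.21, Fisher's exact p = 6.31e-05), a comparison chosen after seeing the data. Among the 22 were ARRDC4, the collagen receptor DDR1 and TOP2A, which decatenates DNA, whereas FABP3 fell 1.42-fold. TOP2A, HMMR and CENPF, all among the 22, are also members of the G2/M list described below. The 2 results therefore share genes and are not independent, and the overlap without G2/M genes was not tested. At a 1.5-fold change in both tools 4 of the 22 remained, all of them picked from these samples, so that 0 remained without them. When adjusted over the list alone 23 were higher and 6 lower. The list passed camera (adjusted p = 0.00121; adjusted p = 0.116 with an estimated correlation). Of 75 genes listed as lower after MCM2 knockdown, 10 were lower here and 7 higher, and the overlap with lower genes did not pass after adjustment (odds ratio 2.17, Fisher's exact p = 0.0318, adjusted p = 0.0636). When adjusted over the list alone 8 were higher and 12 lower (camera adjusted p = 0.344; adjusted p = 0.0257 with fry). The MCM2 knockdown libraries were not analysed here, and if both comparisons used the same control libraries, part of the overlap would come from them.

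Genes of G2 and mitosis shifted upwards, while the list of S phase genes did not pass; the difference between the lists was not tested. Of 40 G2/M genes, 7 rose and none fell, and 7 also rose when adjusted over the list alone. TOP2A rose 1.45-fold, from 22.5 ± 1.17 to 32.4 ± 2.0 CPM (SD, n = 3, edgeR adjusted p = 3.46e-06), and CENPF and CDC25B rose 1.37-fold and 1.23-fold. The list passed camera (adjusted p = 0.00074, or 0.363 with an estimated correlation). After MCM2 knockdown, the study found that a small share of G2/M cells resisted serum starvation. It gives no such measurement for MCM7 knockdown. A larger share of cells left in G2/M therefore cannot be told apart from a change within cells. Of 33 S phase genes only TK1 was called, which fell 1.39-fold but missed the threshold with DESeq2 (adjusted p = 0.145; camera adjusted p = 0.534), and of 26 genes of origin licensing and firing only ORC1, which rose 2.22-fold at under 1 CPM and had no adjusted p from DESeq2 (camera adjusted p = 0.99). Adjusted over the list alone, no gene passed in the S phase or the licensing list. Of 28 genes of DNA damage repair only CHEK1, a checkpoint kinase, was called, and it fell 1.40-fold (camera adjusted p = 0.992), also when adjusted over the list alone.

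Targets of p53 shifted upwards. Of 30 tested, 12 rose, TP53I3 fell and 17 were not called, and 19 were higher and 1 lower when adjusted over the list alone. The death receptor FAS rose 1.40-fold, from 41.0 ± 2.27 to 57.3 ± 5.40 CPM (SD, n = 3, edgeR adjusted p = 5.52e-06). SESN1 rose 1.36-fold, EDA2R 1.30-fold and TP53INP1 1.28-fold. The median log2 fold change of the list was 0.18 (camera adjusted p = 8.71e-09; adjusted p = 0.0835 with an estimated correlation). TP53I3 was named after its value was seen.

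Genes of cholesterol synthesis shifted downwards. Of 24 tested, 8 fell and none rose, and 13 were lower when adjusted over the list alone. INSIG1, a sterol sensor of the endoplasmic reticulum that carries GAGATGA at 1 site, fell 1.58-fold, from 212 ± 2.83 to 134 ± 5.11 CPM (SD, n = 3, edgeR adjusted p = 8.03e-11). The enzymes MVD and LSS fell 1.34-fold and 1.22-fold. The median log2 fold change was -0.16 (camera adjusted p = 4.36e-07; adjusted p = 0.116 with an estimated correlation).

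Several abundant matrix genes rose. Of 28 genes of the fibroblast extracellular matrix, 9 rose and 4 fell, with 14 higher and 4 lower when adjusted over the list alone. SPARC rose 1.43-fold, from 6636 ± 242 to 9491 ± 443 CPM (SD, n = 3, edgeR adjusted p = 3.05e-08), and the collagen genes COL12A1, COL5A2 and COL3A1 rose 1.40-fold, 1.30-fold and 1.28-fold. The list passed camera (adjusted p = 0.000727; adjusted p = 0.315 with an estimated correlation).

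Of 13 genes of the RNA interference machinery 3 rose, also when adjusted over the list alone. They were TNRC6A (1.52-fold), AGO4 (1.44-fold) and DICER1 (1.23-fold), with a camera adjusted p = 0.0368 and an adjusted p = 0.363 with an estimated correlation. The call was lost without control siRNA replicates 1 or 3 or MCM7 siRNA replicate 2, with adjusted p of 0.0569, 0.0878 and 0.0763. In the list of Wnt and planar cell polarity genes 6 of 27 rose and the receptor ROR1, which carries GAGATGA at 1 site, fell, with 7 higher and 1 lower when adjusted over the list alone. FAT3 rose 1.66-fold and FZD6 1.28-fold (camera adjusted p = 0.0385; adjusted p = 0.718 with an estimated correlation). Without control siRNA replicates 1 or 3 or MCM7 siRNA replicate 3 this list missed the threshold of camera, with adjusted p of 0.202, 0.0823 and 0.0548, and it also missed it after thinning to the smallest library (adjusted p = 0.0729) and with fry (adjusted p = 0.133).

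**Figure D3:**
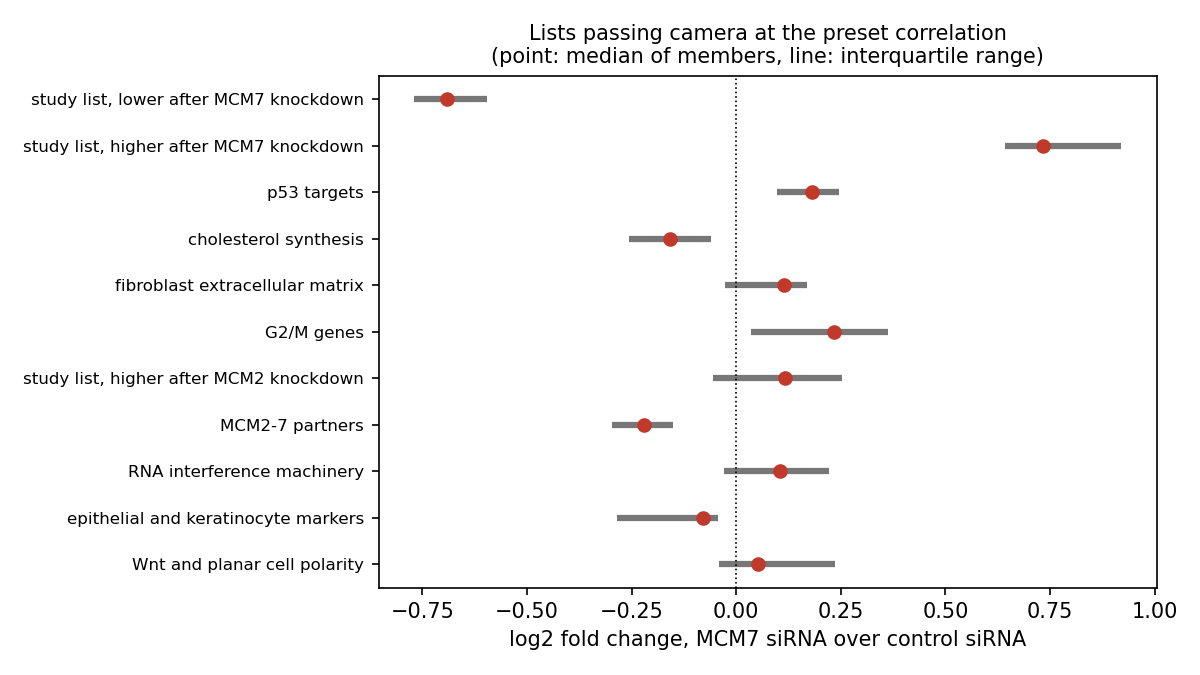
Median (point) and interquartile range (line) of the log2 fold changes of the members of lists that passed camera at the preset correlation, of which 1 is not shown. The study's lists after MCM7 knockdown, chosen on these samples, lie furthest from 0, at medians of -0.69 and 0.73.

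Markers of other cell types were low or did not move together, apart from 1 list. Of 5 epithelial and keratinocyte markers tested KRT19 fell 1.82-fold and DSP 1.22-fold (camera adjusted p = 0.0385; adjusted p = 0.315 with an estimated correlation), and the call was lost without control siRNA replicate 2 (adjusted p = 0.116) or MCM7 siRNA replicate 1 (adjusted p = 0.0552). Both counts were the same when adjusted over the list alone. Of 3 adipocyte markers PPARG was higher (camera adjusted p = 0.0934; adjusted p = 0.0492 without MCM7 siRNA replicate 1 and 0.0213 with fry), and of 4 endothelial markers EGFL7 was lower by edgeR but not by DESeq2 (adjusted p = 0.123; camera adjusted p = 0.992), with 1 higher and 1 lower when adjusted over the list alone. None of 7 muscle and neuron markers was called by edgeR or DESeq2, and DES alone had an unadjusted edgeR p under 0.05 (camera adjusted p = 0.992), and the 2 immune and 2 melanocyte and Schwann cell markers tested were too few for a list test. Of 13 mitochondrial transcripts none was called by edgeR or DESeq2, and 3 had an unadjusted edgeR p under 0.05, with a median log2 fold change of -0.09 (camera adjusted p = 0.07). That list passed camera towards lower values without control siRNA replicate 2 (adjusted p = 0.00708), MCM7 siRNA replicate 1 (adjusted p = 0.0184) or MCM7 siRNA replicate 3 (adjusted p = 0.000391), with no filter (adjusted p = 0.000124) and after thinning to the smallest library (adjusted p = 0.0456). Of 52 ribosomal protein genes RPL3 and RPL12 were lower (camera adjusted p = 0.835), and none when adjusted over the list alone.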

Values the study reported

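For MCM7 knockdown the study counted 107 differentially expressed genes, and by its figure legend these were limited to genes changed at least 1.5-fold. For MCM2 knockdown it counted 2360, of which 754 changed at least 1.5-fold. The 107 therefore stand beside the 754, not beside the 2360 or other counts without a fold limit.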

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

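The alternatives without genes carrying GAGATGA in the 3' UTR and without genes of the study's MCM7 lists were chosen after seeing the data. MCM7 was called lower in every alternative run, and the overlap of higher genes with those listed after MCM2 knockdown passed in every alternative run. The count of called genes was 1030 at an adjusted p under 0.01 (497 higher, 533 lower), and leaving out 1 library gave 1151 to 2265 (562 to 1080 higher, 589 to 1185 lower), the lowest without control siRNA replicate 3 and with 647 lower without control siRNA replicate 2. The other alternatives stayed within 1.5 times; with library totals only 54.78% of called genes were higher, against 48.17%. The count by both tools at 1.5-fold was 44 with the replicate block, 54 after thinning to the smallest library, 77 without genes carrying the 7-mer, 20 at 2-fold, 1318 with no fold threshold, and 50 to 85 when 1 library was left out; a higher fold limit or fewer genes lowers it by construction, and otherwise the cause was not tested. Same-numbered samples did not deviate together, with correlations of -0.007, -0.019 and -0.013, and no sample correlated best with its own number. No pairing by number was thus seen, but so few libraries cannot exclude one, and the study used paired t-tests for its qPCR after MCM7 knockdown. With the replicate block edgeR called 1961 genes. Of the gene lists, 12 passed, and 2 with an estimated correlation; the cause was not tested. Among single lists, genes and overlaps, a call was lost in 20 comparisons for lists and 26 for genes or overlaps and gained in 14 and 1, none reversed, and in 56 the sign changed between values that passed in neither. MCM2 lost its call in most alternatives (DESeq2 adjusted p = 0.161). The mitochondrial transcripts also passed camera with the replicate block (adjusted p = 0.0125) and without genes carrying the 7-mer (adjusted p = 0.05, rounded). Of simulated genes changed 1.2-fold, 28% were recovered by edgeR, and whether depth, group size or spread sets this was not tested.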

Other observations

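The tests of the 7-mer GAGATGA in held-out genes and as a further term, the shares of genes carrying it and the comparison of zinc finger genes were chosen only after the data had been seen.

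Several pathways held called genes in both directions while the list did not pass camera. In the list of secreted senescence genes IGFBP5 fell 1.68-fold, from 1177 ± 66.6 to 700.4 ± 23.2 CPM (SD, n = 3), and IGFBP3 fell 1.43-fold, while HGF rose 1.30-fold. Of the TGF-beta list TGFBI fell 1.35-fold, while ACTA2, the actin of contractile cells, rose 1.43-fold. The integrin gene ITGA11 fell 1.41-fold and ITGA1 rose 1.41-fold. EGR1, an immediate early gene, fell 1.49-fold, and the cytokine receptor genes IL6ST and OSMR fell 1.25-fold and 1.28-fold, while STAT3 rose 1.18-fold. In pyrimidine metabolism UCK2 fell 1.52-fold and ENTPD4 rose 1.56-fold. Of these genes ITGA11, IL6ST and OSMR carry GAGATGA in the 3' UTR at 1 site each and UCK2 at 2, while IGFBP5, IGFBP3, TGFBI and EGR1, which fell, and the genes that rose carry none. Whether the lower values of the carriers belong to their pathways or to this 7-mer was not tested. The camera adjusted p was 0.521 for senescence, 0.315 for TGF-beta, 0.492 for integrins, 0.277 for immediate early genes, 0.992 for STAT3 targets and 0.705 for pyrimidine synthesis. The senescence list passed towards lower values with DESeq2 (adjusted p = 0.022) and with no filter (adjusted p = 0.0456), and the TGF-beta list did so with no filter (adjusted p = 0.0154). The integrin list passed towards higher values without genes carrying the 7-mer GAGATGA (adjusted p = 0.0315), an alternative chosen after seeing the data. None of the 12 tested neighbours of MCM7 on chromosome 7 was called by edgeR or DESeq2, and 4 had an unadjusted edgeR p under 0.05 (camera adjusted p = 0.917). The lists of BMP signalling (0.835), amino acid response (0.534), unfolded protein response (0.992), interferon response (0.835), hypoxia and glycolysis (0.344), NF-kB targets (0.277), histone genes (0.277) and prostanoid synthesis (0.69) did not pass either, with the camera adjusted p in brackets. When adjusted over the list alone, higher and lower genes numbered 5 and 5 for senescence, 4 and 4 for TGF-beta, 7 and 4 for integrins, 2 and 5 for immediate early genes, 3 and 4 for STAT3 targets, 3 and 3 for pyrimidine synthesis, 5 and 2 for NF-kB targets and 2 and 8 for hypoxia, against 2 and 5, 2 and 4, 6 and 3, 1 and 5, 2 and 2, 3 and 3, 2 and 1, and 1 and 6 over all genes. In the same order of counts, BMP signalling had 3 and 5 against 2 and 5, amino acid response 5 and 3 against 3 and 3, the unfolded protein response 4 and 4 against 3 and 3, histone genes 2 and 0 against 1 and 0, and interferon response (1 and 0) and prostanoid synthesis (0 and 3) had the same counts both ways. The median, mean and test differed in sign for the lists of senescence, STAT3 targets, interferon response, Hedgehog signalling, the BBSome and transition zone, DNA repair, ribosomal proteins, the neighbours of MCM7 and the endothelial and muscle and neuron markers, none of which passed.

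Strongly lowered genes were compared for sequences they share. Over 16382 7-mers in 3' UTRs, 16 were linked to lower log2 fold changes after Bonferroni correction, the strongest being GAGATGA, with a slope of -0.0698 among 1785 carriers (t = -11.2, against at most 5.25 in 100 permutations). A candidate explanation is an siRNA of the MCM7 pool acting on other mRNAs through its seed: GAGATGA occurs 2 times in the MCM7 mRNA, and 5 of the 16 7-mers occur there, 31.2% against 13.17% of all 7-mers (Fisher's exact p = 0.0494), but with GAGATGA as a further term 3 of 13 did (Fisher's exact p = 0.24), so the excess did not pass once this 7-mer was accounted for. The next strongest 7-mers, TGAGATG (t = -8.88) and TTGAGAT (t = -7.28), overlap GAGATGA but do not occur in the MCM7 mRNA. AGATGAA, which does occur there, overlaps GAGATGA as well, and TGTAATC overlaps GTAATCC. The 16 7-mers are thus not independent of each other, while Fisher's exact test treats them as if they were. Its p therefore does not decide whether 7-mers of the MCM7 mRNA are in excess. GAGATGA was also the strongest 7-mer when either of 2 random parts of the genes was used to pick it, with a slope of -0.07 in the part held out. It was carried by 37.3% of genes called lower at 1.5-fold, 14.4% of genes not called and 8.9% of genes called higher at 1.5-fold (22% of all genes called lower and 15% of all called higher). NEK7 carries 2 sites and DPY19L3 2, but PRX carries none. For the lowered genes the trend on GC content and length gave a median log2 fold change of -0.0298, which is 0.0382 of their observed median. These genes were picked by their own change, so a small ratio was bound to follow and does not decide on such a bias. Their median GC content was 54.43%, against 47.79% for all genes. What stays open is whether GAGATGA belongs to an siRNA of the pool, whose sequences were not used here, or marks a response to the loss of MCM7 itself.

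Of 202 zinc finger genes on chromosome 19, 21 were called lower and 1 higher, with a median log2 fold change of -0.11 (odds ratio 1.64, Fisher's exact p = 0.0444), but the group was noticed in the data and its neighbouring genes are similar in sequence, so that this p is no independent test. On other chromosomes 7 of 227 were lower and 1 higher (odds ratio 0.443, Fisher's exact p = 0.0303). Over all chromosomes 28 of 429 zinc finger genes were lower, 6.53% against 6.65% of all tested genes, so that zinc finger genes as a whole were not called lower more often. These shares do not show position. Many of the lowered genes on chromosome 19 lie close together, from ZNF616, which starts at 52113091, to ZNF813, which ends at 53496255. Both were named after their values were seen, and this stretch was not tested as a group. Seed matches in coding sequence were tested as a source and were not borne out, since 0 of the 8 coding 7-mers linked to lower values occurs in the MCM7 mRNA. With 13.17% of all 7-mers found there, 0 of 8 is no clear shortfall (Fisher's exact p = 0.608), so this does not exclude them. Only uniquely mapping reads were kept, in both groups alike, so the loss of shared reads does not by itself account for a difference between them. Whether reads of a changed gene were assigned to related genes stays open, and no biological explanation was tested.

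The higher level of p53 targets was weighed against 2 technical sources. GC content and gene length gave 0.0391 of the median of the list, which argues against these as the cause. Rescaling shifts all genes of a library alike. The median relative to all genes (at least 0.1842 under other scalings, against 0.1847) had no room to move, so the test decides nothing. The median log2 fold change was -0.0028 for all genes and 0.1819 for the list, and 0.0093 and 0.1934 with library totals only. A factor per library cannot part the list from other genes, so these values argue against scaling for the rise relative to other genes. For the absolute amount of these RNAs scaling stays open. A response of the p53 pathway to the loss of MCM7 and a response to the transfected siRNAs that is independent of MCM7 stay open as well, and neither was tested. The list missed the threshold with an estimated correlation.

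An intron of MCM7 holds the genes of miR-106b, miR-93 and miR-25, and loss of these miRNAs with MCM7 was tested as a hypothesis. Genes with a 3' UTR match to the seed of miR-106b and miR-93 had a slope of 0.0064, and to that of miR-25 of 0.0052, and the smaller Bonferroni p was 0.474, which leaves the hypothesis open.

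With 3 against 3 libraries there are only 10 splits, too few for a share under 0.05. The real split called 1881 genes by edgeR and 118 by both tools at 1.5-fold, and the highest of the other splits gave 0 in each case; in each, 1 split, the real one, gave as many. For gene lists the real split gave 12 and the highest other split gave 10, with 1 split as high as the real one. Without the study's lists after MCM7 knockdown, chosen on these samples, the real split gave 10 and the highest other split gave 8. Lists thus passed camera at the preset correlation under groupings in which no gene was called. These groupings mix the groups unevenly and keep part of the knockdown difference, so they give no background rate. In simulated counts 0 of 100 unchanged lists passed, but the simulated genes varied independently, so correlated lists are not covered.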
